A study of Mus musculus with 73 samples. Its data were reported in "Guiding T lymphopoiesis from pluripotent stem cells by defined transcription factors" (2019).

How the data were processed

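Single induced hemogenic endothelial cells (iHECs), made by differentiating C57BL/6 mouse pluripotent stem cells that express defined transcription factors, were sorted one cell per library. Polyadenylated RNA was reverse transcribed and amplified as whole-transcriptome cDNA, and libraries were made by transposase tagmentation, which keeps no strand information, and sequenced on an Illumina NextSeq 500. No molecular identifiers were used, so amplified copies of 1 molecule cannot be recognised. The labels put all 73 cells in 1 group and name no animal, culture or plate.

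The authors aligned the reads to the mouse genome mm10 with HISAT2 2.1.0 and estimated gene levels with StringTie 1.3.4, and the values they deposited are TPM (transcript abundance scaled for gene length and library total), 1 column per cell. TPM divides the coverage of a gene by its length and by the total of the same cell, so every column has the same total and the number of reads behind a value is lost. The gene annotation is not stated, nor why the study analysed fewer iHECs than the table holds. Amplified cDNA was checked by qPCR of B2m and Gapdh, and samples that passed went on to library preparation. The study selected genes by TPM for its own plots. The deposited table held 37991 rows with 34620 distinct gene names, of which 330 names stood on several rows. Rows with the same name were summed. These names carried a median of 0.393% of the TPM of a cell. All 73 columns matched the title of exactly 1 sample. Of the gene names, 29196 (84.3%) were found in GENCODE M21, an annotation of the same mm10 (GRCm38) genome, which gave the coordinates and exonic lengths. One name fixed beforehand, Spi1, stands in the table under its older symbol Sfpi1.

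A gene was called detected in a cell at TPM above 1, the level at which the study selected genes for a plot. The study states no threshold for its own counts of cells. Shares of cells are given with exact Clopper-Pearson 95% intervals, and medians over cells with the exact order-statistic 95% interval. For a gene listed in 0 cells, the limit is 3 cells of 73, or 4.11%. This limit is one-sided, and the upper end of the exact interval, which is two-sided like those of the other shares, is 4.93%. These intervals and limits cover counting error over cells only. Cells of a single sort are not biological replicates and the group counts as 1 sample, so no p-value was computed from cells. An interval given below for a ratio of Sfpi1 shares does rest on a standard error over cells. It covers counting error only. Because housekeeping genes were at 0 in some cells, a value of 0 is reported as listed at 0 and not as absence of expression. The TPM values do not give the sequencing depth of each cell, and the number of genes detected stands in for it. The 73 libraries could not be brought to a common depth from these values because TPM holds no counts. The study states that its raw reads were uploaded, and they were not used here. Doublets were not called, since the cells were sorted singly and the values are not counts.

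Heterogeneity was measured on log2(TPM + 1) over the 3345 genes with TPM above 1 in more than 30 cells. The cell-to-cell correlation is the median Spearman rho over cell pairs across these genes. Cells were clustered by Ward linkage on the first 10 principal components, and the number of clusters from 2 to 6 with the highest mean silhouette was kept. The silhouette compares how close a cell lies to its own cluster and to the next one. The same steps were run on 100 data sets in which each gene was permuted over cells. Permutation also removes the differences in gene number between cells, so it is no reference for clusters that follow gene number. The clustering was tested on simulated data made by permuting each of the 3345 genes over the 70 cells with at least 200 genes detected. When 200 genes were shifted by 3 on the log2 scale in 23 of the 70 simulated cells, 18 of 20 simulations returned those cells as 1 of 2 clusters. No library looked like a copy of another, as the highest Pearson correlation of log2(TPM + 1) between any 2 of these 70 cells was 0.593. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

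The gene panels, the results, the settings and the alternatives were fixed before the data were examined. The genes named come from the fixed panels, chosen whatever their values, the 10 genes with the highest median TPM, and the 10 genes with the largest SD of log2(TPM + 1) among the 3345. The panels cover quality control, sort and surface markers, arterial and venous genes, transcription factors, screened factors, lymphoid and thymus-homing genes, pluripotency, sex-linked and cell-cycle genes, and 8 off-lineage genes as a background for detection. A few genes of these lists are not reported here by name, although they enter the counts and means over their lists. Genes named beside a cluster are among the 10 with the largest difference in mean log2(TPM + 1) for it, a rule also fixed beforehand, and as they are picked by their values they define the cluster and are not results. Hox genes beyond the panels, Copg2 set against Mest, and the genes of the closing tests were chosen after their values were seen. The alternatives were detection at TPM above 0 or above 10, only cells with at least 2000 genes, only the 37 cells at or above the median number of genes, TPM rescaled without mitochondrially encoded genes and the 10 genes of highest mean, the highest in place of the sum of rows with 1 name, other gene filters, pseudocounts of 0.1 and 10, 5 and 20 principal components, and regression on the number of genes. The filter at 200 genes was added after the data were seen. Embryonic endothelial cells, pre-hematopoietic stem cells and later hematopoietic progenitors, with which the study compared iHECs, were not analysed here.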

Results

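Sorted iHECs were profiled 1 cell at a time by full-length RNA-Seq. The iHEC is a cell induced from mouse pluripotent stem cells that stands between endothelium and blood. The data comprised 73 single cells of 1 group, with no control population, and the values were TPM. A median of 4095 genes was detected per cell at TPM above 1 (95% interval of the median 3811 to 4318, range 58 to 6629). Detection at TPM above 0 moved this median most, to 5299 genes. The 10 most abundant genes of a cell took a median of 14.9% of its TPM, and mitochondrially encoded genes took 8.43%. The quality-control genes Gapdh, Actb and B2m were detected in 70, 71 and 67 of the 73 cells.

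Cells 80, 38 and 53 had only 58, 116 and 128 genes, and their 10 most abundant genes took 58.6%, 39.7% and 34.0% of the TPM. Cell 1 had 674 genes. Among the remaining 69 cells the number of genes was at least 2435. Unless stated, shares below are over all 73 cells.

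**Figure D1:**
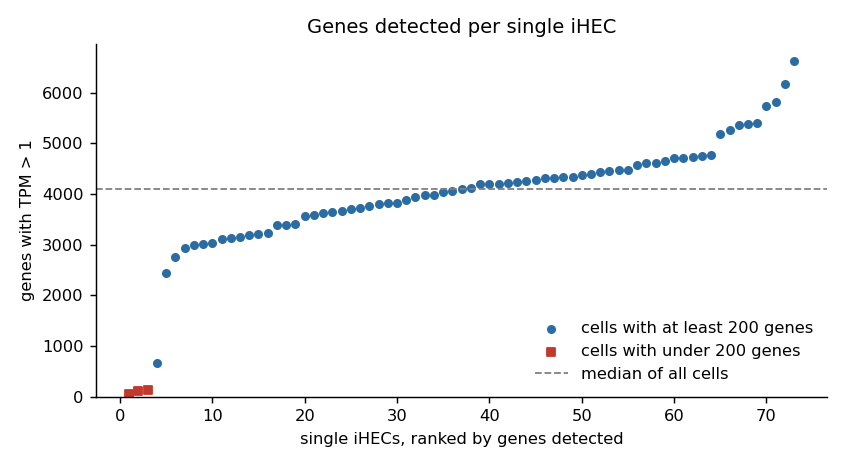
Number of genes with TPM above 1 (vertical axis) in each of the 73 single iHECs, ranked along the horizontal axis, with the median of 4095 genes as a dashed line. The 3 red squares are cells with 58, 116 and 128 genes, and the next cell has 674.

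The first question was whether the sorted cells expressed endothelial genes. Cdh5 (VE-cadherin; chromosome 8, 104101625 to 104144511, mm10) was detected in 70 of 73 cells (95.9%, 95% interval 88.5% to 99.1%), with a median of 221 TPM and a minimum of 20.5 TPM where detected. The 3 cells in which Cdh5 was listed at 0 were those with under 200 genes. Esam was detected in 57 cells (78.1%), Tek in 32 (43.8%), Kdr in 60 (82.2%), Cldn5 in 61 (83.6%) and Emcn in 25 (34.2%). The factor Sox18 was detected in 69 cells (94.5%) at a median of 578 TPM where detected. Of 8 endothelial markers fixed beforehand, a cell had a median of 6, and 69 of 73 cells had at least 3. By contrast, a cell had a median of 1 of 8 blood markers, and 13 cells (17.8%) had at least 3. The sort may have set a part of this contrast in advance. The endothelial set holds Pecam1, and the blood set holds Ptprc and Itga2b, which encode proteins used for sorting. No cell had 3 or more of the erythroid, mesenchymal, cardiac or pluripotency markers. The 8 off-lineage genes gave a mean share of 0.514% of cells.

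Transcripts of the proteins used for sorting were measured next. The sort kept cells with CD31, low CD41, c-kit and high CD201 and without CD45. Pecam1 (CD31) was detected in 55 of 73 cells (75.3%, 63.9% to 84.7%), Kit in 34 (46.6%, 34.8% to 58.6%), Itga2b (CD41) in 27 (36.99%, 26.0% to 49.1%) and Procr (CD201) in 32 (43.8%, 32.2% to 55.9%). All of Pecam1, Kit and Procr were found together in 14 cells (19.2%). In the 37 cells at or above the median number of genes, Procr was detected in 22 cells (59.5%), above the interval of all cells. The share for this gene was thus higher in cells with more genes. Ptprc (CD45) was detected in 2 cells (2.74%, 0.334% to 9.55%), in both at under 10 TPM.

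Cd63 was detected in 45 cells (61.6%, 49.5% to 72.8%). Cd47 occupied 2 rows of the table, each above 1 TPM in 34 cells (46.6%), with 15 cells above 1 TPM on both rows. The sum of both rows was above 1 TPM in 53 cells (72.6%, 60.9% to 82.4%).

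Arterial and venous genes were then compared within cells. The arterial gene Nrp1 was detected in 39 of 73 cells (53.4%), Efnb2 in 31 (42.5%) and Hey1 in 5 (6.85%). The venous gene Nr2f2 was detected in 44 cells (60.3%), Ephb4 in 34 (46.6%) and Nrp2 in 24 (32.9%). At least 1 arterial gene was present in 49 cells (67.1%, 55.1% to 77.7%) and at least 1 venous gene in 58 (79.5%, 68.4% to 88.02%), and these intervals overlapped. Genes of both kinds were found together in 42 cells (57.5%, 45.4% to 69.03%), and independence of the 2 classes would give 53.3%. This value lies inside the interval. The interval does not hold the totals of the 2 classes fixed, so it cannot tell whether they are independent. Only arterial genes were found in 7 cells, only venous genes in 16, and neither in 8. The share with both kinds rose to 81.1% (30 of 37) in the cells at or above the median number of genes.

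**Figure D2:**
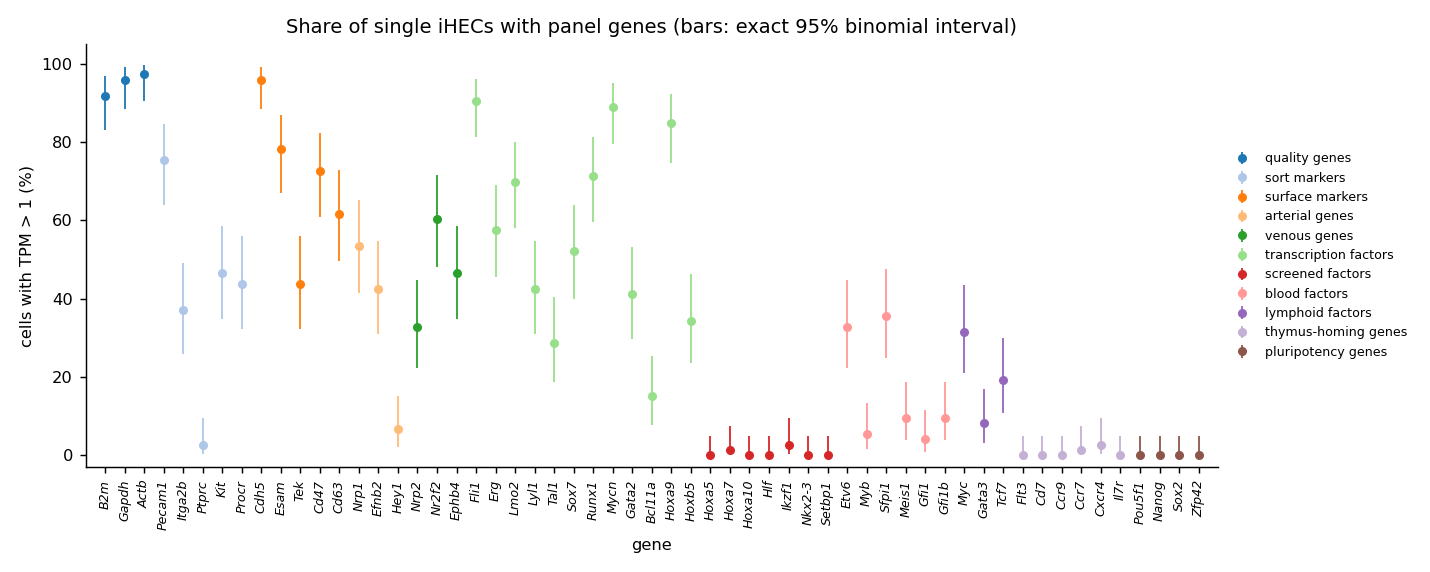
Share of the 73 single iHECs with TPM above 1 (vertical axis, percent) for panel genes (horizontal axis, coloured by panel), with exact 95% binomial intervals as bars. Cdh5 reached 95.9%, while Ptprc, Flt3, Cd7 and Ccr9 lay at 2.74% or 0.

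Among transcription factors of endothelial and hematopoietic development, Fli1 was detected in 66 of 73 cells (90.4%), Mycn in 65 (89.04%), Lmo2 in 51 (69.9%), Erg in 42 (57.5%), Sox7 in 38 (52.1%), Lyl1 in 31 (42.5%), Gata2 in 30 (41.1%) and Tal1 in 21 (28.8%). Mycn (chromosome 12, 12936093 to 12941914) had a median of 686 TPM where detected (quartiles 475 and 1009), against 127 TPM for Fli1 and 48.2 TPM for Erg. Ets1 was detected in 55 cells (75.3%), but in only 32 cells above 10 TPM. Of the blood factors, Sfpi1 was detected in 26 cells (35.6%, 24.7% to 47.7%), Etv6 in 24, Meis1 in 7, Gfi1b in 7, Myb in 4 and Gfi1 in 3. The 4 cells with Myb were all at or below 10 TPM.

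**Figure D3:**
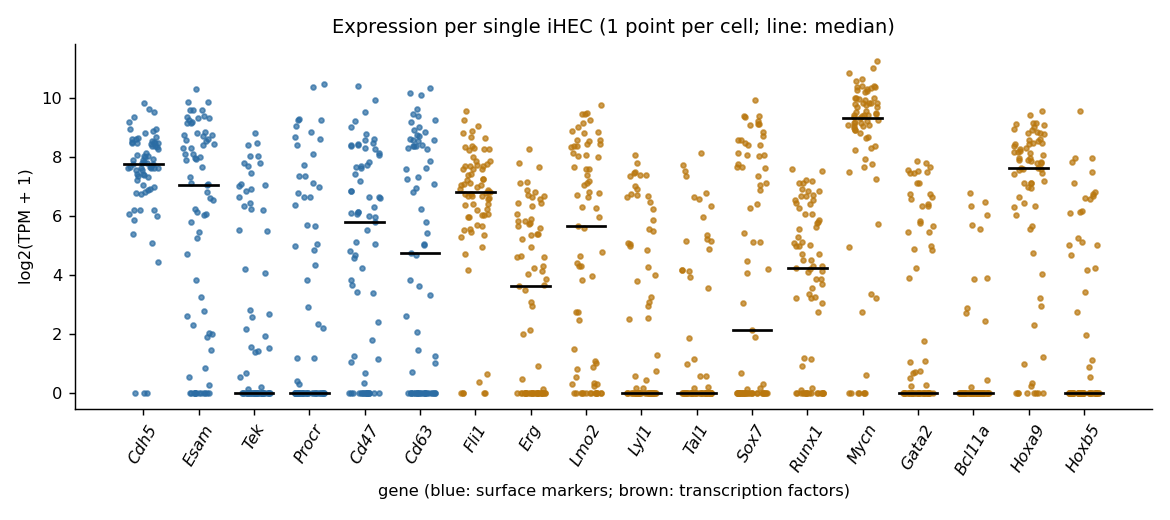
Level of 6 surface-marker genes (blue) and 12 transcription factors (brown) as log2(TPM + 1) on the vertical axis, 1 point per cell for 73 cells, with the median as a black line. Cdh5, Fli1, Mycn and Hoxa9 were above 1 TPM in 62 or more cells, whereas the medians of Tek, Procr, Lyl1, Tal1, Gata2, Bcl11a and Hoxb5 lay at 0.

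The study induced Runx1 and Hoxa9 from a shared cassette, so both were examined in the same cells. The sample labels do not state whether these cells carried that cassette or a cassette with Runx1 alone. A supplementary legend of the study describes the iHECs it compared with later progenitors as derived from the line with both factors. Hoxa9 (chromosome 6, 52223100 to 52231089) was detected in 62 of 73 cells (84.9%, 74.6% to 92.2%) at a median of 235 TPM where detected. Runx1 (chromosome 16, 92601466 to 92826149) was detected in 52 cells (71.2%, 59.4% to 81.2%) at a median of 33.4 TPM. All 52 cells with Runx1 also had Hoxa9, 10 cells had Hoxa9 without Runx1, 0 cells had Runx1 without Hoxa9, and 11 had neither. Independence of the genes would put both in 60.5% of cells, inside the interval of the observed 71.2% (59.4% to 81.2%). That interval does not hold the totals of the 2 genes fixed, so it is no test of independence. The counts themselves argue against independence, since 52 of the 62 cells with Hoxa9 had Runx1 and 0 of the 11 without it. Whether a shared transcript or the number of genes recovered lies behind this was not tested. The 11 cells with neither include the 3 with under 200 genes. With TPM rescaled, or with detection at TPM above 10, 1 cell had Runx1 without Hoxa9. Where both were detected, Hoxa9 exceeded Runx1 in 50 of 52 cells, and the ratio of their TPM values had a median of 7.19 (quartiles 3.99 and 13.2). Gene-level TPM cannot separate cassette and endogenous transcripts.

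Besides Hoxa9, the factors that the study screened as candidates were rarely seen. Hoxa5, Hoxa10, Hlf, Nkx2-3 and Setbp1 were listed at 0 in all 73 cells, which allows a share of up to 4.11% for each. Hoxa7 was detected in 1 cell and Ikzf1 in 2 cells, the latter at under 10 TPM. The median number of these 7 factors per cell was 0, and 3 cells had any. Among all Hox genes, 5 of 11 Hoxa genes, 6 of 10 Hoxb genes, 0 of 9 Hoxc genes and 4 of 9 Hoxd genes were detected in any cell. Hoxb5 was detected in 25 cells (34.2%, 23.5% to 46.3%), Hoxb7 in 12 (16.4%) and Hoxb2 in 8 (10.96%).

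**Figure D4:**
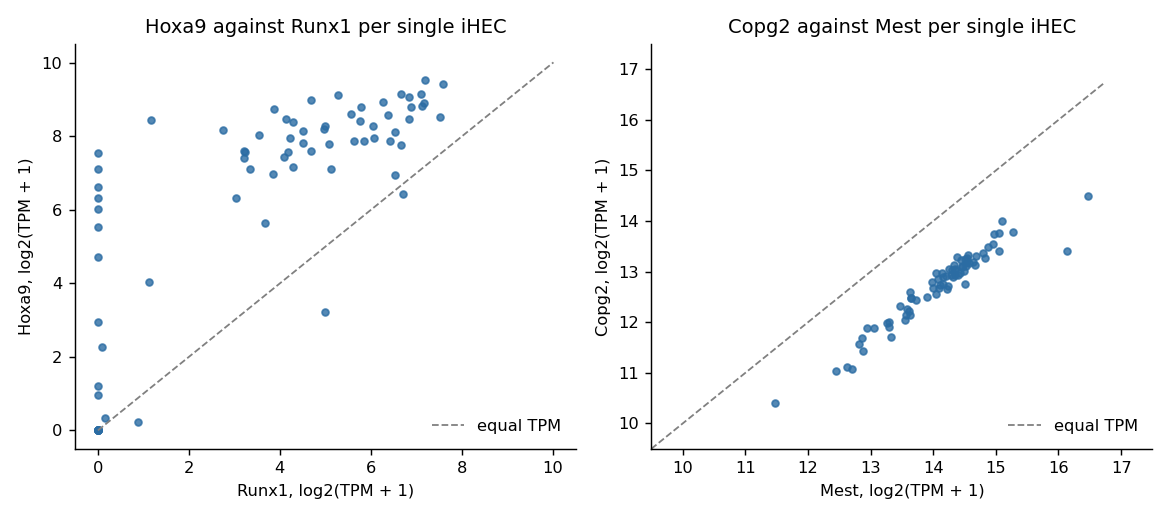
Levels of 2 gene pairs in 73 single iHECs as log2(TPM + 1), with Hoxa9 against Runx1 on the left, Copg2 against Mest on the right, 1 point per cell and a dashed line at equal TPM. Hoxa9 exceeded Runx1 in 50 of the 52 cells with both genes, and Copg2 ran along Mest at a median of 0.390 of its TPM.

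Genes of lymphoid development and thymus homing were examined at this early stage. Bcl11a was detected in 11 of 73 cells (15.1%, 7.77% to 25.4%), Tcf7 in 14 (19.2%, 10.9% to 30.1%), Gata3 in 6 (8.22%, 3.08% to 17.0%) and Myc in 23 (31.5%, 21.1% to 43.4%). At least 1 of Bcl11a, Ikzf1, Gata3 and Tcf7 was found in 29 cells (39.7%, 28.5% to 51.9%). Flt3, Cd7, Ccr9 and Il7r were detected in 0 cells, with a limit of 4.11% each. Ccr7 was detected in 1 cell and Cxcr4 in 2 cells. At least 1 of Flt3, Cd7, Ccr9, Ccr7 and Il7r was thus found in 1 cell (1.37%, 0.0347% to 7.40%).

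The pluripotency genes Pou5f1, Nanog, Sox2 and Zfp42 were listed at 0 in all 73 cells, with the same limit of 4.11%. Of the cell-cycle genes, Mcm5 was detected in 38 cells (52.1%), Top2a in 36 (49.3%), Mki67 in 29 (39.7%), Ccnb1 in 26 (35.6%) and Ccne1 in 9 (12.3%). Top2a or Mki67 was detected in 43 cells (58.9%, 46.8% to 70.3%), and in 30 of the 37 cells (81.1%) at or above the median number of genes. Of the sex-linked genes, Ddx3y, Kdm5d and Uty were detected in 0 cells, Eif2s3y in 2 cells and Xist in 2 cells, the latter at under 10 TPM.

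The 10 genes with the highest median were Tpt1 (29613 TPM), Mest (19198 TPM), mt-Co2 (16929 TPM), mt-Co1 (14908 TPM), Rplp1 (11030 TPM), Tpt1-ps3 (10679 TPM), Rps12 (10248 TPM), Copg2 (7754 TPM), mt-Co3 (7215 TPM) and Rpl8 (7028 TPM). Mest, a paternally expressed gene (chromosome 6, 30723547 to 30748465, plus strand), was detected in 73 of 73 cells, with quartiles of 12643 and 23423 TPM. The values of Copg2 and Tpt1-ps3 are uncertain, since Copg2 (chromosome 6, 30747554 to 30896794, minus strand) shares 912 exonic bases with Mest and Tpt1-ps3 is a processed copy of Tpt1. Among the 10 genes that varied most between cells were, in this order, Ube2c, Ube2a, Ndufa4, Cks1b, Idh3b, Cks2, Laptm4b, Mrps6 and Tmem147. The SD of log2(TPM + 1) ran from 4.93 for Ube2c, detected in 40 cells, to 4.20 for Tmem147, detected in 55.

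Finally, the similarity of the cells was measured. The median Spearman rho between pairs of cells was 0.383 across 3345 genes, and genes are not independent replicates. The median rho of a single cell with the others ran from 0.124 to 0.461. Clustering gave 2 clusters with a mean silhouette of 0.636. The smaller cluster held the 3 cells with under 200 genes and was left unnamed. With the number of genes regressed out, the silhouette fell to 0.126 and the clusters held 22 and 51 cells. Without these 3 cells the median rho was 0.389, and 2 clusters of 47 and 23 cells had a mean silhouette of 0.208, against at most 0.115 in 100 permuted data sets. With the number of genes regressed out the silhouette of these 70 cells was 0.113. It was 0.107 with no filter on low values and 0.115 with 20 principal components. It rose to 0.304 with a pseudocount of 0.1, 0.292 with 5 principal components and 0.256 in the cells with at least 2000 genes. No permuted data sets were made under any of these settings. The cluster of 47 was defined by genes such as Ccna2, Ube2c and Rrm2 and had a median of 4324 genes per cell, and the cluster of 23 was defined by genes such as Ptrf, Plp2 and Tgm2 and had a median of 3575. Both were left unnamed, and the split of these 70 cells changed with the number of principal components, the pseudocount and the gene filter.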

Values the study reported

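The study analysed 70 iHECs when it compared them with natural embryonic cells, and 65 when it compared them with later hematopoietic progenitors. Among surface markers it counted Cdh5 in 70 of 70 iHECs, Esam in 57, Procr in 32, Cd47 in 33 and Cd63 in 44. Among transcription factors it counted Fli1 in 66, Erg in 42, Lmo2 in 49, Mycn in 65, Sox7 in 38, Bcl11a in 11 and Hoxb5 in 24 of 70 iHECs. It states no detection threshold for these counts.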

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

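No paired analysis was possible because all cells belong to 1 group, and leaving out single replicates does not apply to 73 cells that count as 1 sample. All alternatives listed beforehand were run, and the filter at 200 genes and the settings for the 70 cells it leaves were added after the data were seen. A share is said to move when it left the 95% interval of the value over all 73 cells.

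Detection at TPM above 0 raised the median number of genes per cell to 5299 and the mean share over the off-lineage genes to 2.05%. Detection at TPM above 10 lowered the median to 3074 genes, the share with Ptprc to 0% and the share with both Runx1 and Hoxa9 to 58.9%. Of the 103 panel and marker genes, 6 moved at TPM above 0 (all higher) and 9 at TPM above 10 (all lower). Kit and Ets1 moved at both thresholds: Kit was detected in 60.3% of cells at TPM above 0 and 34.2% at TPM above 10, and Ets1 in 87.7% and 43.8%.

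The choice of cells moved more results. In the 37 cells at or above the median number of genes the median was 4475 genes, and the shares were 100% for Cdh5, 59.5% for Procr, 86.5% for both Runx1 and Hoxa9, 81.1% for arterial together with venous genes, and 0% for the lymphoid surface genes, where the 1 cell with Ccr7 fell away. Among the 103 genes 28 moved higher and 2 lower. The shares of these 28 genes, which include Mki67, Top2a, Ccnb1 and Mcm5, were therefore higher in cells with more genes. Whether recovery by the library or the state of the cell lies behind this was not separated. Depth itself is not known from TPM. Keeping the 69 cells with at least 2000 genes or the 70 with at least 200 genes moved Cdh5 to 100%, by leaving out the cells that lacked it, and moved 5 and 4 of the 103 genes. Rescaling, or taking the highest of rows with 1 name, moved 0 of the 103 genes.

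The cell-to-cell correlation rose to 0.454 with no filter on low values, where 16763 genes entered, and moved by less than the SD over cells under the other settings. The number of clusters was 3 in the 69 cells with at least 2000 genes and 2 under every other setting over all 73 cells. The smaller cluster held 3 or 4 cells under all of these except the regression on the number of genes, where it held 22 and the silhouette fell to 0.126. Among the 70 cells with at least 200 genes, the number of clusters ran from 2 to 5. It was 5 with a pseudocount of 10, and 3 with 5 principal components, with the regression and with at least 2000 genes. The adjusted Rand index with the 47 and 23 split, which is 1 for identical clusters and near 0 by chance, was 0.730 after rescaling and -0.065 with the gene filter at more than 5 cells. The silhouette of these cells, 0.208 without the alternatives, was 0.113 with the regression and 0.107 with no filter on low values. With 20 principal components it was 0.115. It rose to 0.304 with a pseudocount of 0.1, 0.292 with 5 principal components and 0.256 in the cells with at least 2000 genes. It was 0.129 with the gene filter at more than 5 cells, 0.189 after rescaling and 0.179 with a pseudocount of 10. Permuted data under these settings were not made, and those of the chosen settings reached 0.115. That split is not stable, and differences in gene number between cells are not excluded as its source. Of the 10 genes that varied most, 7 remained with a pseudocount of 0.1 and 6 with a pseudocount of 10.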

Other observations

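The tests on the 3 cells with under 200 genes, on Hoxa7 and Hoxa10, on Copg2 and Mest and on cells with Eif2s3x but no Eif2s3y were chosen after the values were seen. The predictions of the others were written before their results. All concern cells of 1 group with no control, so no biological difference between groups was tested. Every pattern below was itself noticed in the data.

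Cells 80, 38 and 53, with under 200 genes, may be libraries with few reads. The smallest positive value in these cells was 258 to 610 TPM. It was 3.19 TPM in cell 1 and at most 0.00238 TPM in the other 69 cells. Of the genes detected in them, 82.03% to 86.2% were genes that over 50% of the other cells had, against at most 75.7% in any other cell. A library with so few genes holds mostly abundant transcripts whatever its cell type, so this share does not tell whether they are the same cell type. An endothelial gene at the median level of Cdh5 would fall below what these libraries show, so Cdh5 at 0 in them is no evidence of another cell type. The study made libraries from samples whose amplified cDNA passed its qPCR check of B2m and Gapdh. That counts against a complete failure of amplification, although both genes were at 0 in these cells and the pass limit is not stated. A damaged cell and a poor amplification were not separated. The study detected Cdh5 in every iHEC it counted for surface markers. If those iHECs were all taken from this table, they are the 70 cells that remain here.

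Cdh5 was above 20 TPM in all 70 cells with at least 200 genes, while B2m was not detected in 3 of them. Abundance alone is consistent with this, since 44 of 285 genes with a median within 1.5-fold of that of Cdh5 (15.4%) were also detected in every one of the 70 cells. The median such gene was detected in 63 of the 70, so Cdh5 was detected more widely than most genes of its level, and abundance alone is only not excluded.

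Cd47 as the sum of its 2 rows was detected in 75.7% of the 70 cells with at least 200 genes. That is higher than the value quoted from the study above. Each row alone was detected in 34 cells, so counting a single row gives a share of 46.6% of all 73 cells. Which row or rule the study used was not tested.

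Hoxa9 exceeded Runx1 with a median ratio of 7.19, although the study describes an inducible transcript that encodes both. The labels do not state whether these cells carry it or a cassette with Runx1 alone. A supplementary legend describes the iHECs that the study compared with later progenitors as derived from the line with both. Counts of cells with Cdh5, Esam, Procr, Fli1, Erg, Mycn, Sox7 and Bcl11a equal those of the study. Those with Cd47, Cd63, Lmo2 and Hoxb5 differ. These points go against Runx1 alone. Hoxa9 above 1 TPM in 62 of 73 cells also goes against it, since the study describes Hoxa9 as barely expressed in such iHECs. TPM divides by the annotated length, and a cassette carries only coding sequence, so unequal untranslated regions could shift the ratio. Under even coverage of the longest coding sequences (813 bases for Hoxa9, 1395 for Runx1), annotated transcripts with most of the coding sequence give ratios of 0.359 to 1.06, below the observed one. With every coding transcript, the short one of Hoxa9 included, the range was 0.252 to 4.01. By the prediction written beforehand a ratio above the range counts against length as the cause. It is left open here because the range assumes even coverage and the annotation of the authors is unknown. Uneven coverage towards the end of the amplified transcript, where the study places Hoxa9, stays open and needs reads to test. Hoxa7 or Hoxa10, the neighbours of Hoxa9, was detected in 1 of the 62 Hoxa9 cells (1.61%), which does not separate cassette from endogenous Hoxa9 transcripts.

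Copg2 followed Mest closely. Over the 70 cells the SD of log2(Copg2 / Mest) was 0.15, against a median of 0.90 over 740 other pairs among 39 genes of like levels, and 0.135% of those pairs had a lower SD. The genes are on opposite strands, share 912 exonic bases at their ends, and were sequenced without strand information. This is consistent with reads of Mest counted for Copg2, and Copg2 may be far lower than its rank among the 10 most abundant genes. Shared regulation of the neighbours was not tested.

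Y-linked genes were almost unseen. Of 15 Y-linked gene names in the table, 1 was above 1 TPM, Eif2s3y in 2 cells. Dropout alone does not account for this, as the X-linked relative Ddx3x was detected in 49 cells and Kdm5c in 35, while Ddx3y and Kdm5d were detected in 0. For Uty, detected in 0 cells, dropout is not excluded, as its X-linked relative Kdm6a was itself detected in only 10 cells. Eif2s3x was detected in both of the 2 cells with Eif2s3y, which decides nothing, as 54 of 73 cells had it. Reads shared between these relatives do not account for Eif2s3y, since 26 cells with at least as much Eif2s3x as the lower of the 2 (44.7 TPM, cell 47) listed Eif2s3y at 0, and in cell 47 Eif2s3y was higher (136 TPM). Xist was also nearly absent (2 cells). A female line with 2 X chromosomes in which 1 is silenced would be expected to show Xist, and a male line Y-linked transcripts. Loss of a sex chromosome in culture is a candidate explanation that was not tested, and the labels state no sex.

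Sfpi1, which encodes the blood factor PU.1, was detected in 26 of 70 cells. It was detected in 28.6% of the 35 cells with more genes (10 cells) and 45.7% of the 35 with fewer (16 cells). The ratio of 0.625 had a 95% interval of 0.331 to 1.18 (Katz log method, counting error only), so the shares are not shown to differ. Library complexity was predicted to give a ratio above 1.5, which lies outside this interval, while a weaker dependence on complexity is not excluded. Cells with Sfpi1 had a mean of 2 of 8 other blood genes, against 1.27 in cells without. These genes were the other 7 blood markers fixed beforehand and Lyl1, which was added. This difference exceeded that of 98.8% of 850 genes detected within 2 cells of the same number. It rested on Itga2b (13 of 26 cells with Sfpi1 against 14 of 44 without), Coro1a (12 against 12), Lyl1 (13 against 18), Rac2 (7 against 6) and Gfi1b (5 against 2). Myb went the other way (1 against 3), and Mpo was detected in 0 cells. Ptprc was found in 1 cell of each kind, which the sort against CD45 largely fixed. Sfpi1 may mark iHECs with more of these blood genes, a hypothesis found and tested on the same cells, and no order in time was measured.

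Values between 0 and 1 TPM made up 22.99% of the 372243 positive values, and they decide the difference between detection at TPM above 0 and above 1. Over 2366 genes with such values in at least 5 cells and above 10 TPM in at least 10, the median low value fell with exonic length (Spearman rho -0.36) and rose weakly with the mean of the gene over cells (rho 0.24), where genes are not independent replicates. Few reads over long transcripts may therefore explain a part of them. Carry-over of reads between libraries of a run was predicted to give a rho above 0.3. By that limit the value counts against carry-over. After the value was seen, the verdict was eased to undecided, because a weak positive rho is not one that carry-over rules out.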
